# HP1a Targets the *Drosophila* KDM4A Demethylase to a Subset of Heterochromatic Genes to Regulate H3K36me3 Levels

**DOI:** 10.1371/journal.pone.0039758

**Published:** 2012-06-27

**Authors:** Chia-Hui Lin, Ariel Paulson, Susan M. Abmayr, Jerry L. Workman

## Abstract

The KDM4 subfamily of JmjC domain-containing demethylases mediates demethylation of histone H3K36me3/me2 and H3K9me3/me2. Several studies have shown that human and yeast KDM4 proteins bind to specific gene promoters and regulate gene expression. However, the genome-wide distribution of KDM4 proteins and the mechanism of genomic-targeting remain elusive. We have previously identified *Drosophila* KDM4A (dKDM4A) as a histone H3K36me3 demethylase that directly interacts with HP1a. Here, we performed H3K36me3 ChIP-chip analysis in wild type and *dkdm4a* mutant embryos to identify genes regulated by dKDM4A demethylase activity in vivo. A subset of heterochromatic genes that show increased H3K36me3 levels in *dkdm4a* mutant embryos overlap with HP1a target genes. More importantly, binding to HP1a is required for dKDM4A-mediated H3K36me3 demethylation at a subset of heterochromatic genes. Collectively, these results show that HP1a functions to target the H3K36 demethylase dKDM4A to heterochromatic genes in *Drosophila*.

## Introduction

The post-translational modifications of histones play an important role in regulation of gene transcription and other cellular processes. Histone modifications not only affect the accessibility of histone-bound DNA, but also recruit individual proteins or protein complexes to discrete target sites in chromatin [1], [2]. Histone methylation at lysine residues is implicated in both gene activation and repression. The dynamic regulation of histone methylation by methyltransferases and demethylases, as well as their specificity toward different residues and methylation states (mono-, di-, or trimethylation), adds complexity to the function of histone methylation. Histone demethylases have been found to be involved in cellular differentiation and development, and are linked to several human diseases [3]. Thus, regulation of histone methylation is critical for cellular processes.

Histone H3K36 trimethylation (H3K36me3) is enriched in coding regions of actively transcribed genes [4], [5]. In *S. cerevisiae*, H3K36me3 facilitates histone deacetylation during transcription elongation, which in turn suppresses cryptic initiation within transcribed regions [6], [7], [8]. In *D. melanogaster*, H3K36me3 recruits the male-specific lethal (MSL) complex to dosage-compensated genes on the X chromosome in males [9], [10]. Recent studies in metazoans have shown that H3K36me3 is enriched on gene exons [11], [12], [13], [14]. In addition, H3K36me3 is implicated in regulation of alternative splicing [15]. Intriguingly, although H3K36me3 correlates with active transcription, this modification is also present in heterochromatic domains, where gene transcription is inactive, suggesting that it may contribute to the composition of heterochromatin [16].

The enzymes that catalyze demethylation of H3K36me3 belong to a large family of evolutionarily conserved Jumonji C (JmjC) domain-containing proteins [17]. The JmjC domain-containing proteins can be classified into subfamilies based on the alignment of JmjC domains. Generally, proteins within the same subfamily share the same residue specificity for histone demethylation [18]. The KDM4 subfamily mediates demethylation of histone H3K36me3/me2 and H3K9me3/me2 [19], [20], [21], [22]. It has recently been reported that KDM4 proteins also have demethylation activity on H1.4K26me3/me2 [23]. However, cellular functions and genomic targets of KDM4 proteins remain elusive.

KDM4 proteins are involved in regulation of gene expression and have been detected at some gene promoters. For example, human KDM4A binds to the ASCL2 gene promoter, where it functions as an N-CoR-associated corepressor [24]. In addition, human KDM4B functions as a co-regulator for estrogen receptor (ER) signaling [25]. The yeast KDM4 ortholog, Rph1, regulates H3K36 methylation at actively transcribed regions, where it plays a positive role in transcription elongation [26]. A recent study showed that Rph1 associates with the PHR1 gene promoter through its zinc finger domains to regulate the level of H3K36me3, resulting in repression of PHR1 expression [27]. Despite these studies on individual genes, little is known about the genome-wide distribution of KDM4 proteins and the mechanism of targeting to their target genes. While domains within human or yeast KDM4 might function in targeting KDM4 to chromatin [27], [28], [29], *Drosophila* KDM4A and KDM4B lack the PHD, Tudor and zinc finger domains that are found in other KDM4 orthologs [18], [30]. Thus, mechanisms of targeting KDM4 to the genome might differ between *Drosophila* KDM4 and its orthologs.

We previously demonstrated that *Drosophila* KDM4A is a functional histone H3K36me3/me2 demethylase that directly interacts with Heterochromatin Protein 1a (HP1a) through a consensus HP1 binding motif, PxVxL, at its C terminus [31]. HP1a was first identified in *D. melanogaster* as a non-histone chromosome binding protein that predominantly localizes to the chromocenter on polytene chromosomes [32]. HP1a functions as a dominant suppressor of position effect variegation (PEV), suggesting it plays a role in the formation and spread of heterochromatin [33]. While HP1a has been well characterized as a “repressive” mark of gene transcription [34], [35], it also functions in gene activation at both heterochromatic and euchromatic loci [36], [37], [38], [39]. Notably, both cytological and genomic data support a role for HP1a in regulating euchromatic loci [40], [41], [42], [43]. Our previous finding that dKDM4A interacts with HP1a suggested that HP1a might target dKDM4A to chromatin to demethylate H3K36me3. Herein we performed H3K36me3 ChIP-chip analysis in wild type and *dkdm4a* mutant embryos to identify candidate genes regulated by dKDM4A demethylase activity in vivo. By comparing H3K36me3 ChIP-chip analysis with known HP1a binding sites [44], we identified a subset of genes regulated by both dKDM4A and HP1a. Using a mutant form of dKDM4A defective for HP1a-binding, we further demonstrate that dKDM4A regulates H3K36me3 levels through binding to HP1a at a subset of heterochromatic genes.

## Results

### Identification of dKDM4A Target Genes by H3K36me3 ChIP-chip Analysis

To identify dKDM4A target genes in vivo, we examined genome-wide changes in H3K36me3 levels in wild type and *dkdm4a* mutant embryos. The *dkdm4a* allele contains a P-element inserted within the first exon of the gene and abrogates *dKDM4A* transcription [31], [45]. We were also unable to detect dKDM4A protein in *dkdm4a* mutant embryos (Figure 1A), suggesting that this mutation represents a null allele. As anticipated, this loss of dKDM4A correlates with increased levels of bulk histone H3K36me3 in embryos (Figure 1A). To avoid variation in genetic background between control and mutant embryos, we generated a fly line with a precise excision of the original P-element insertion, thereby recreating an intact dKDM4A gene in a chromosomal background that is identical to that of the mutant. This excision line was used as the control (wild type) in our ChIP-chip analysis. Excision of the P transposon completely restores the expression level of dKDM4A and the bulk level of H3K36me3 (Figure 1A).

**Figure 1:**
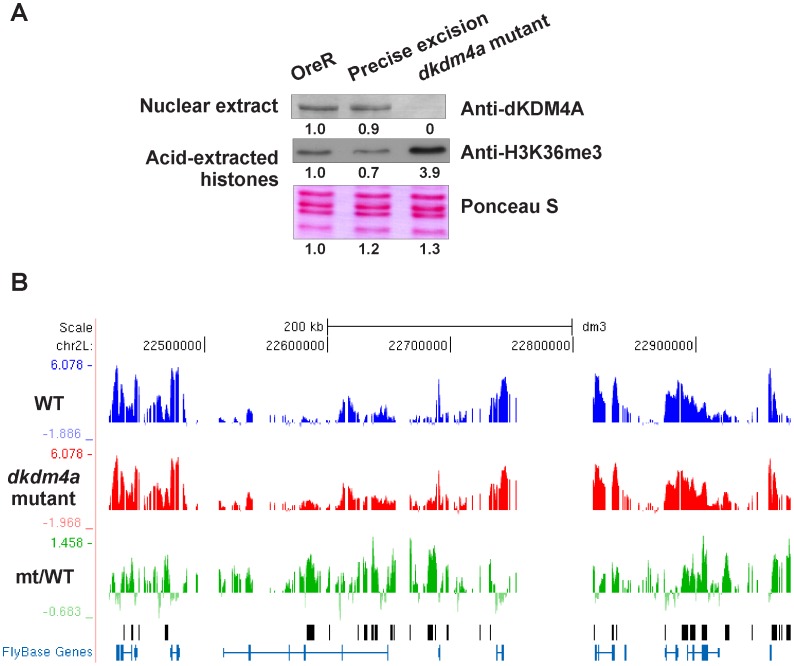
Identification of dKDM4A targets by H3K36me3 ChIP-chip analysis. (A) P-element insertion abrogates the expression of dKDM4A and results in increased levels of bulk histone H3K36me3. Precise excision of P-element restores the expression level of dKDM4A and the bulk level of H3K36me3. Nuclear extracts and acid-extracted histones from embryos of OreR, *dkdm4a* mutant and precise excision rescued fly lines were analyzed by western blot using indicated antibodies. Quantitation of the signal intensity is shown below each blot. (B) H3K36me3 profiles of chromosome 2 Lh genes. H3K36me3 ChIP-chip results are displayed on the UCSC genome browser for one representative biological replicate. The profile of H3K36me3 ChIP-chip in wild type embryos is shown in blue and the profile in *dkdm4a* mutant embryos is shown in red. The profile of increased H3K36me3 levels (mt/WT) is shown in green. Peaks called on the ratio track (mt/WT) are marked with black bars. y-axis shows log2 intensity ratio values; x-axis shows protein-coding genes annotated by Flybase.

To examine genome-wide changes in H3K36me3, we performed chromatin immunoprecipitation using an antibody against H3K36me3 and chromatin isolated from early *dkdm4a* mutant and P-element excision (wild type) embryos (2–4 hr after egg laying), followed by microarray analysis (ChIP-chip). 

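H3K36me3 was profiled in 2 biological samples of *dkdm4a* mutant embryos and 2 of wild type embryos, the latter from the line in which the P-element had been excised. Each sample was hybridized to 2 Agilent tiling array designs, so that the experiment consisted of 8 arrays. On every array the Cy5 channel held immunoprecipitated (IP) DNA and the Cy3 channel held input DNA, and a log2 IP/input value above 0 therefore stands for enrichment of H3K36me3 relative to the middle of that array. The first design carried 237699 genomic probes on the sequences named 2L, 2R, 2h, 3h and part of 3R in the array files. The second carried 237696 genomic probes on 3L, the rest of 3R, X, 4, 4h, Xh, Yh, U and the mitochondrial genome. The sequences with an h in their name are heterochromatic scaffolds, and U holds sequence that was not placed on a chromosome. The files name no genome build, and their sequence names differ from those of Release 5 that the paper uses for heterochromatin, so positions are given as the array files list them and no gene was placed on the probes. The genes that the paper names for the ChIP-chip profiles are for this reason not analysed here.

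The authors extracted the arrays with Agilent's Feature Extraction software, which subtracted the background of each channel, corrected trends across the slide and set the dyes to one scale with a linear factor. These processed intensities were used as they were deposited. The log2 ratio of IP over input was taken for each probe, and the median of each array was subtracted, since the paper's text names no normalization. Control spots and spots marked as outliers by the software were left out, and 475027 probes had a value in all 4 samples. After background subtraction, the median brightness of a probe ranged over the 8 arrays from 622 to 1005 units in the input channel and from 87.1 to 146 in the IP channel. The share of probes well above background was between 96.7% and 99.1% in the input channel and between 85.6% and 93.3% in the IP channel, with the lower values in replicate 2 of both genotypes. Replicate 1 of both genotypes was scanned on 1 day and replicate 2 of both on another, so a comparison of mutant with wild type within a replicate lies within a scan day. The number of samples limits the precision of every comparison between the genotypes.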

Immunoprecipitated DNA was labeled and hybridized along with input DNA on high-density genomic tiling microarrays. Reproducibility of two biological replicates is shown in Figure S1A. 

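Across the probes, log2 IP/input of replicate 1 against replicate 2 gave Pearson's r of 0.951 and Spearman's rho of 0.808 in wild type embryos, and 0.958 and 0.825 in *dkdm4a* mutant embryos. Probes are not independent replicates, and no p-value was attached to these correlations. The profiles of the different genotypes were as close to each other as the replicates were, with Pearson's r of 0.955 between wild type and mutant in replicate 1 and 0.975 in replicate 2. The correlation of the mt/WT values, which hold only the difference between the genotypes, was 0.204 between the replicates (Spearman's rho of 0.149). After the moving average over 5 probes it was 0.389 (Spearman's rho of 0.287). The difference between replicate 2 and replicate 1 was itself correlated between wild type and mutant embryos (Pearson's r of 0.465), a larger value than for mt/WT. Of the alternatives tried, loess within each array changed the wild type correlation most, to 0.815.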

The H3K36me3 peaks in wild type embryos significantly overlap with previously identified H3K36me3 profile peaks in 2–4 hr embryos of the Oregon R strain [44] (Figure S1B). An example of H3K36me3 profiles of chromosome 2 L observed in wild type and *dkdm4a* mutant embryos is shown in Figure 1B. We identified 834 positive peaks at which the H3K36me3 level is increased in the absence of dKDM4A relative to wild type. 

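The procedure of the Methods gave 771 peaks of increased H3K36me3 that were present in both replicates. Of these, 557 lay in the euchromatic arms, 132 in heterochromatin and 82 on arm U. Heterochromatin was taken here as the scaffolds 2h, 3h, 4h, Xh and Yh, chromosome 4, and the 1 Mb of each arm next to the centromere. The median width of a peak was 2165 bp, and the median mt/WT change within a peak was 0.71 on the log2 scale. The procedure has no error term and gives no p-value. For comparison, the replicate 2 track was moved along the genome by a random distance, so that peaks were shared by chance only. Before the filter on the mutant data, 871 peaks were shared between the unmoved tracks, against a mean of 183 (range 158 to 211) over 20 such shifts. The number of peaks depended most on the values from which the thresholds were computed, and fell to 99 when the mean and SD were taken before smoothing. Called on the track of a single replicate, without the filter on overlap, 1681 peaks were found without replicate 1 and 1786 without replicate 2.

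Because the peaks carry no error, the genotypes were also compared with limma on 57266 windows of 2 kb that held at least 3 probes, with 1 mean log2 IP/input value per window and sample. With Benjamini-Hochberg adjustment at 0.05, 202 windows were increased and 99 decreased in the mutant. When the replicate was included as a block, which pairs the samples of each scan day, 3094 windows were increased and 2140 decreased. That fit leaves 1 residual degree of freedom. Its p-values thus rest mainly on the spread shared across windows, and less on the variation of each window between samples. With each of the 4 samples left out in turn, the fit without the block gave between 23 and 145 increased windows and between 28 and 67 decreased windows, the fewest increased ones without wild type replicate 1 and the fewest decreased ones without mutant replicate 1.

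Among windows with at least 5 probes that passed the adjusted threshold and changed in the same direction in both replicates, the largest increases were found in adjacent windows on 3R. In the window from 21096001 to 21098000, log2 IP/input was 0.04 ± 0.04 (SD, n = 2) in wild type and 3.18 ± 0.07 (SD, n = 2) in mutant embryos, a change of 3.14 (standard error 0.29, adjusted p = 3.20e-23 from limma). In the window from 21094001 to 21096000 it rose from 1.21 ± 0.13 to 4.20 ± 0.05. The next largest increases were 2.67 on chromosome 4 from 560001 to 562000, 2.57 on 2R from 20764001 to 20766000, and 2.34 on 2R from 13076001 to 13078000. The largest decrease lay on 2R from 3434001 to 3436000, where log2 IP/input was 5.25 ± 0.52 (SD, n = 2) in wild type and 1.29 ± 0.10 (SD, n = 2) in mutant embryos (change -3.96, standard error 0.42, adjusted p = 1.80e-17 from limma). The *dKDM4A* gene, whose transcription the P-element abrogates, was not placed on the probes, and whether it lies in this or another named window was not examined. Decreases of -2.68 on 2R from 12986001 to 12988000 and of -2.56 on 3L from 5848001 to 5850000 followed. The windows on X from 20774001 to 20776000 and on 2L from 1276001 to 1278000 also passed the test as decreased. Most of their probes were not well above background in the input channel of wild type embryos, so no wild type ratio is given for them. In the other 8 windows the input signal differed between the genotypes by at most 0.47 on the log2 scale, as the mean of both replicates. Those on 3L and 2R, except the one from 3434001, lie in stretches where the input of the lines differed at many probes. Effects of the background of the lines are not excluded there. All 10 windows also passed with the replicate as a block. The adjusted p-values depended on the shared estimate of the spread, since 8 of the 10 windows no longer passed when limma's trend of the variance with the level was left out. With normexp 7 of them and with loess 9 of them did not pass, and the window on 2R from 13076001 did not pass without either of the wild type replicates.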

We verified more than 20 peak regions from the top ranked peaks by ChIP-qPCR, and they all showed increased H3K36me3 levels in the *dkdm4a* mutant (data not shown). These 834 peaks correspond to 658 genes, which represent putative genes regulated by dKDM4A demethylase activity in 2–4 hr embryos.

### dKDM4A and HP1a Target Heterochromatic Genes

Previous studies have shown that dKDM4A directly interacts with HP1a, and that this association stimulates dKDM4A H3K36me3 demethylation activity [31]. Thus, we next asked whether dKDM4A and HP1a target the same genes in vivo. To identify genes regulated by both dKDM4A and HP1a, we compared peaks indicating increased H3K36me3 levels in *dkdm4a* mutant embryos with previously identified HP1a binding sites [44]. The HP1a ChIP-chip was performed using chromatin from 2–4 hr wild-type embryos of the Oregon R strain. The overlapping peaks between the two datasets were extracted. If multiple neighboring peaks of HP1a binding overlapped with a single H3K36me3 peak, we combined the HP1a binding sites into one peak, and vice versa. This analysis revealed 145 peaks of HP1a enrichment in wild type embryos and increased levels of H3K36me3 in *dkdm4a* mutant embryos. These 145 peaks correspond to 69 candidate target genes co-regulated by HP1a and dKDM4A.

To examine whether dKDM4A functions with HP1a at heterochromatin or euchromatin, we applied the definition of heterochromatin based on Release 5 of the *D. melanogaster* genome sequence [46], [47] and epigenomic euchromatin-heterochromatin borders [48]. There are three classes of heterochromatic sequences defined in Release 5 of the *D. melanogaster* genome: (1) sequences assembled contiguously with the euchromatic arms (“h”; e.g., 2 Lh), (2) scaffolds mapped to a specific chromosome arm with partial information on order and orientation (“Het”; e.g., 2 LHet), and (3) unmapped sequences (arm U) [46], [47]. In addition to cytological criteria, sharp transitions of H3K9me2 defined by ChIP-chip analysis were used to determine epigenomic euchromatin-heterochromatin borders [48]. According to the above definitions, we found that among the 69 common target genes, 55 genes reside within heterochromatic domains (“h” and “Het”, and chromosome 4), and 7 genes are within chromosome U, while there are 7 euchromatic genes. Since chromosome U contains highly repetitive and unmapped sequences, genes assigned to chromosome U were excluded in the following analysis. We used Venn diagram analysis to compare the list of genes with either increased H3K36me3 levels in *dkdm4a* mutant embryos or bound by HP1a at heterochromatin or euchromatin. We observed an overlap between the two gene lists for the heterochromatin genes (P value = 1.21e-83), suggesting that HP1a functions in targeting dKDM4A activity to heterochromatin (Figure 2A). In contrast, the demethylation activity of dKDM4A at euchromatin is independent of HP1a targeting, since the two gene lists at euchromatin is not highly correlated (P value = 0.87) (Figure 2B). Profiles of H3K36me3 and HP1a ChIP-chip of chromosome 2 Lh and 2 RHet, as well as profiles at genes *light* (*lt)*, *Chitinase 3* (*Cht3)*, *CG40263* and *CG17514*, are shown in Figure 3. The ChIP-chip profile shows that HP1a-enriched heterochromatic domains are enriched for H3K36me3, and peaks representing increased H3K36me3 levels in *dkdm4a* mutant embryos (mt/WT, the green track in Figure 3) are observed at these heterochromatic domains. Thus, dKDM4A and HP1a commonly target a subset of heterochromatic genes.

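The H3K36me3 level of heterochromatin was above that of euchromatin in wild type embryos. The mean log2 IP/input over 22529 heterochromatic probes was higher than that over 446682 euchromatic probes by 0.40 in replicate 1 and 0.51 in replicate 2 (mean 0.46 ± 0.08 SD, n = 2). The difference was smallest with another background correction (normexp), at 0.23. Chromosome 4 had the highest wild type mean, 2.12 ± 0.31 (SD, n = 2), followed by the heterochromatic scaffolds with 1.19 ± 0.20, the centromere-proximal 1 Mb of the arms with 0.96 ± 0.16, arm U with 0.88 ± 0.18 and the euchromatic arms with 0.77 ± 0.12. In euchromatin the median over probes was -0.07, so that its mean rested on a part of the probes with very high log2 IP/input, while 70.5% of the heterochromatic probes and 79.5% of those on arm U were above 0, the median of each array.

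The mt/WT change was not uniform over heterochromatin. The scaffolds rose by 0.24 in replicate 1 and 0.34 in replicate 2, and 93 increased peaks and 2 decreased peaks lay on them. On scaffold 2h the rise was 0.31 and 0.43, with 39 increased peaks over 2215 probes, and on 3h it was 0.23 and 0.34, with 51 increased peaks over 3212 probes. Xh and Yh rose least, by 0.10 and 0.14 and by 0.08 and 0.11, and under normexp they did not exceed euchromatin of the same arrays. Over all arms, the 1 Mb next to the centromere changed by 0.02 in both replicates, as did the euchromatic arms. The 1 Mb of 2R next to the centromere rose by 0.25 and 0.38 and held 14 increased peaks. Those of 2L, 3L and X changed by between -0.03 and 0.03 and held 0, 12 and 1 increased peaks. The same interval of 3R changed by -0.04 and -0.03, and under normexp it was above the euchromatin of the same arrays in replicate 2. Chromosome 4, which has the highest level, changed by -0.01 and 0.05 and held 10 increased peaks. Relative to the euchromatin of the same arrays, the scaffolds rose in both replicates under each of the normalizations tried, by 0.10 to 0.38.

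Over all heterochromatic probes, the change exceeded that of euchromatin by 0.06 in replicate 1 and 0.10 in replicate 2. Heterochromatin minus euchromatin was 0.46 in the mutant and 0.40 in wild type embryos in replicate 1, and 0.61 and 0.51 in replicate 2, so that the mutant was above wild type within both replicates, while the genotypes overlapped because replicate 2 was higher in both. With the genotype exchanged within replicates the exact permutation test gave p = 0.5 (two-sided), the smallest that 2 pairs allow, and with the 4 samples exchanged freely it gave p = 0.667. For the scaffolds alone the excess was 0.22 and 0.32, and every mutant sample was above every wild type sample (exact permutation test, two-sided, p = 0.333, the smallest p that 2 samples against 2 allow, and 0.5 within replicates). Of the 1590 windows of 2 kb on placed sequences that held part of an increased peak, 262 (16.5%) were heterochromatic, compared with 5.21% of all 56514 such windows (odds ratio 3.84, Fisher's exact test, two-sided, p = 9.50e-63). Neighbouring windows are not independent, and this p-value describes the windows of these samples only. The share stayed above that of all windows under each alternative, and was lowest with normexp, at 8.55%. The filter on the mutant data removed euchromatic peaks only, and without it the share was 14.8%. Of the 1560 windows with part of a decreased peak, to which no such filter was applied, 3.72% were heterochromatic (odds ratio 0.696, Fisher's exact test, two-sided, p = 0.00652). This lower share depended on the processing. With normexp it was 8.40%, above that of all windows, and with loess, with probes well above background only, with 1.5 Mb next to the centromere or without probes of differing input it no longer differed from that of all windows at p under 0.05.

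The paper tests the overlap of genes with increased H3K36me3 and genes bound by HP1a, and finds it in heterochromatin and not in euchromatin. It also describes H3K36me3 enrichment of the domains bound by HP1a, with peaks of increased H3K36me3 in *dkdm4a* mutant embryos within them. From these results the paper concludes that dKDM4A and HP1a target a common subset of heterochromatic genes. The HP1a profile is not analysed here.

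**Figure D1:**
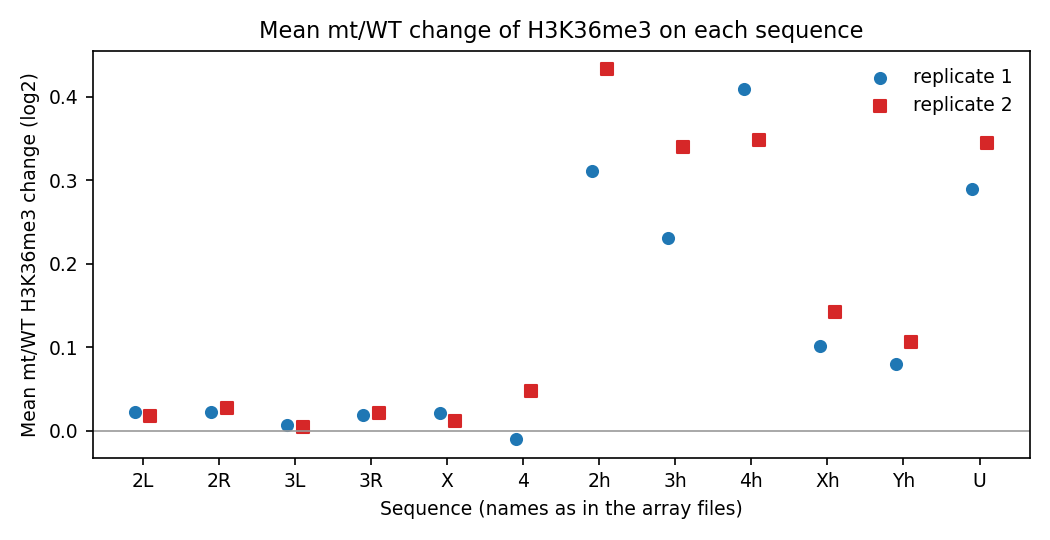
Mean mt/WT change of H3K36me3 (log2, y axis) over all probes of each sequence (x axis, names as in the array files), with a circle for replicate 1 and a square for replicate 2. The arms and chromosome 4 lie near 0, and 2h, 3h, 4h and U lie between 0.23 and 0.43 in both replicates.

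**Figure D2:**
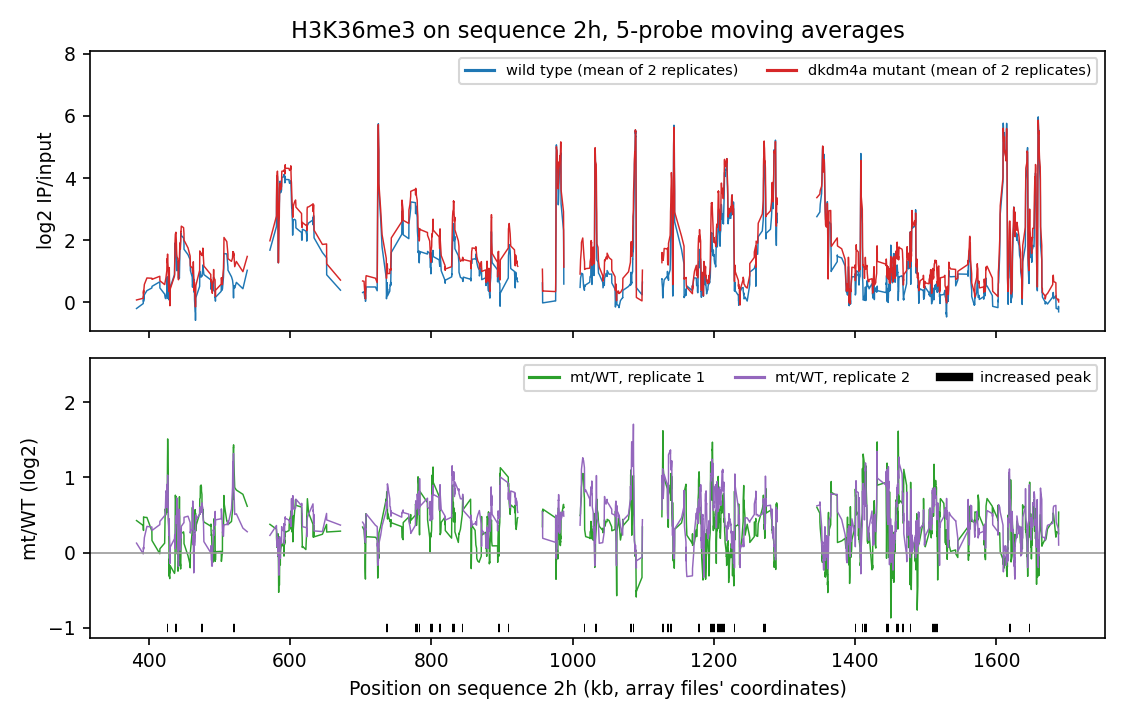
H3K36me3 on the heterochromatic scaffold 2h against position (kb, coordinates of the array files). The upper panel shows log2 IP/input of wild type (blue) and mutant (red) embryos as means of 2 replicates, the lower panel shows mt/WT of each replicate (log2), lines are moving averages over 5 probes, gaps are stretches without probes, and black bars mark the 39 increased peaks.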

**Figure 2:**
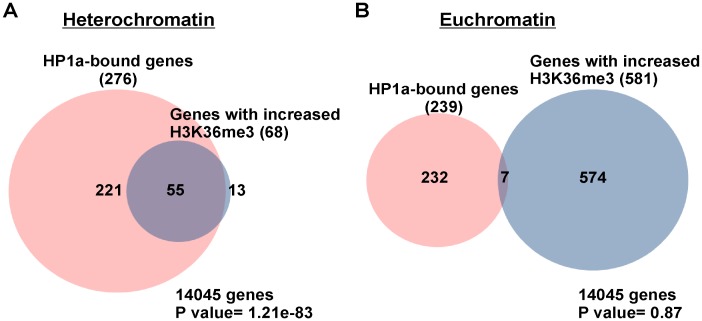
Identification of Common Target Genes of dKDM4A and HP1a. The Venn diagram analysis of heterochromatic genes (A) or euchromatic genes (B) bound by HP1a in wild type and genes with increased H3K36me3 levels in *dkdm4a* mutant embryos. Genes assigned to the chromosome U are not included in the analysis. The P value was calculated by the hypergeometric test.

**Figure 3:**
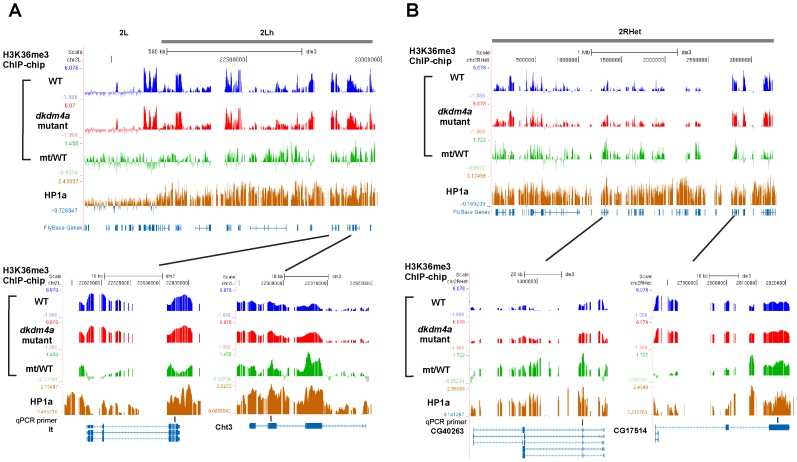
Profiles of H3K36me3 and HP1a ChIP-chip at heterochromatin. H3K36me3 and HP1a profiles of chromosome 2 Lh (A) and 2 RHet (B) genes. Profiles of H3K36me3 ChIP-chip are shown as in Figure 1B. The profile of HP1a ChIP-chip is shown in brown. Primers used in Figure 4B are indicated in the panel of qPCR primers.

### Binding to HP1a is Required for dKDM4A-mediated H3K36me3 Demethylation at a Subset of Heterochromatic Genes

To confirm the regulation of H3K36me3 levels by dKDM4A at HP1a-bound heterochromatic genes, we examined the enrichment of H3K36me3 at candidate common target genes of dKDM4A and HP1a in *dkdm4a* mutant embryos, and in mutants rescued by expression of FLAG-tagged dKDM4A. The *yw67c23* (*yw*) fly line was used as a control in the ChIP assay since it is the parental line of the P-element insertion mutant. In the genomic rescue fly line, FLAG-tagged dKDM4A is expressed at endogenous levels (Figure 4A). We examined the enrichment of H3K36me3 by ChIP-qPCR at gene regions that are among the top ranked peaks of increased H3K36me3 in *dkdm4a* mutants (Figure 4B). As expected, the level of H3K36me3 increased at HP1a-bound heterochromatic genes in *dkdm4a* mutant embryos. The increased H3K36me3 levels were rescued by expressing FLAG-dKDM4A in *dkdm4a* mutant embryos (Figure 4B), suggesting that dKDM4A regulates the level of H3K36me3 at these HP1a-bound heterochromatic genes.

**Figure 4:**
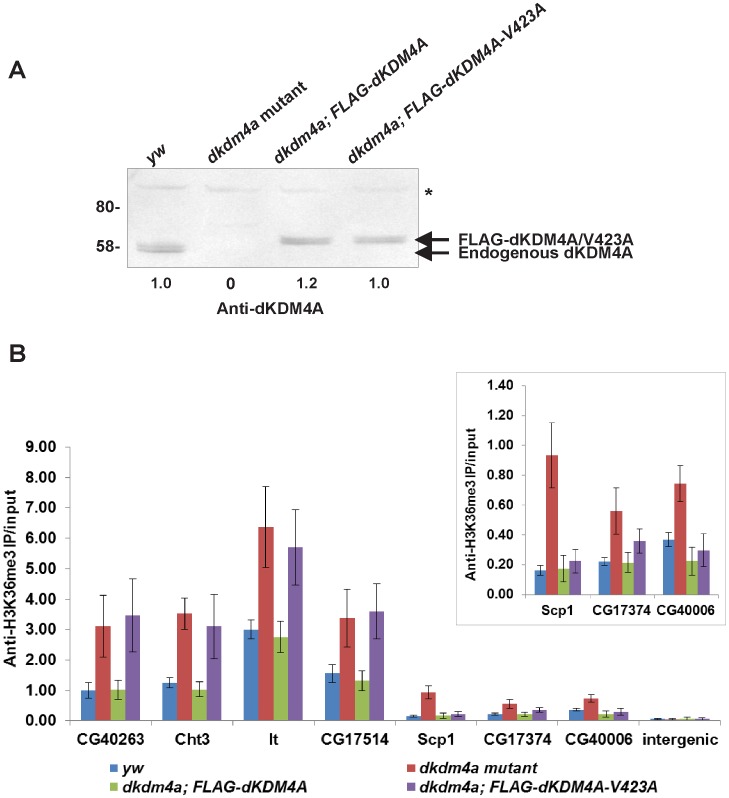
dKDM4A-mediated H3K36me3 demethylation requires HP1a binding at a subset of heterochromatic genes. (A) The expression level of endogenous dKDM4A and FLAG-tagged dKDM4A or dKDM4A-V423A. Nuclear extracts from embryos of *yw*, *dkdm4a* mutants and mutants rescued by FLAG-dKDM4A were analyzed by western blot. The doublet band is likely to represent two isoforms of dKDM4A. Asterisk indicates non-specific signal. Quantitation of the signal intensity is shown below the blot. (B) The enrichment of H3K36me3 at HP1a-bound heterochromatic genes was observed by ChIP-qPCR. Genes with lower H3K36me3 levels (*Scp1, CG17374* and *CG40006*) are also shown in a separate panel. The primer set amplifying an intergenic region at chromosome 2 L was used as a negative control. The error bars represent standard deviation from 3 biological repeats.

To determine whether the interaction between HP1a and dKDM4A is required for targeting dKDM4A activity to these heterochromatic genes, we next examined H3K36me3 levels at heterochromatic genes in mutants with the genomic rescue transgene that contains a point mutation (V423A). This point mutation at the central valine of PxVxL motif disrupts the interaction between dKDM4A and HP1a in vitro [31]. The expression level of the FLAG-tagged dKDM4A-V423A is comparable to that observed in *yw* and FLAG-dKDM4A genomic rescue (Figure 4A). When we examined the enrichment of H3K36me3 by ChIP-qPCR, it showed that the HP1a-binding mutant form of dKDM4A failed to rescue the increased level of H3K36me3 at some of the heterochromatic genes (Figure 4B, *CG40263*, *Cht3*, *lt* and *CG17514*). We also observed rescue of H3K36me3 levels that is independent of dKDM4A binding to HP1a at *Sarcoplasmic calcium-binding protein 1* (*Scp1)*, *CG17374* and *CG40006*, where the level of H3K36me3 is lower than that at *CG40263*, *Cht3*, *lt* and *CG17514* (Figure 4B). Thus, based on our results, binding to HP1a is required for demethylation of H3K36me3 by dKDM4A at a subset of heterochromatic genes. However, unknown mechanisms exist to target dKDM4A activity to euchromatic targets and also to some heterochromatic domains (Figure 5).

**Figure 5:**
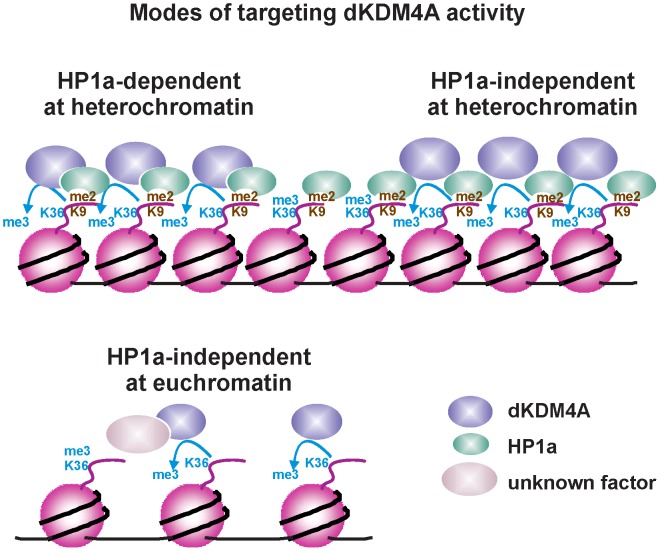
Model for HP1a targeting dKDM4A activity to a subset of heterochromatic genes. Demethylation of H3K36me3 by dKDM4A requires binding to HP1a at a subset of heterochromatic loci. Other mechanisms might exist to target dKDM4A activity to euchromatin, as well as heterochromatin. For example, dKDM4A might be targeted to euchromatin through other protein factors.

## Discussion

In this study, we examined the H3K36me3 levels genome-wide in wild type and *dkdm4a* mutant embryos to identify candidate target loci regulated by dKDM4A, a histone H3K36me3/me2 demethylase that associates with HP1a. A subset of heterochromatic genes that show increased H3K36me3 levels in *dkdm4a* mutant embryos overlap with HP1a target genes. While expression of dKDM4A in these embryos rescued H3K36me3 levels at heterochromatic genes, expression of a mutant form of dKDM4A which is unable to bind to HP1a (dKDM4A-V423A) failed to rescue H3K36me3 levels at some of the heterochromatic genes. Thus, binding to HP1a is required for dKDM4A to catalyze demethylation of H3K36me3 at a subset of heterochromatic genes.

While candidate genes regulated by dKDM4A demethylase activity were identified using H3K36me3 ChIP-chip analysis, we were unable to detect dKDM4A recruitment directly using anti-dKDM4A antibodies in the ChIP assay (data not shown). Since the inability of our anti-dKDM4A antibodies to work efficiently in ChIP assays could account for this result, we also performed ChIP assays using anti-FLAG antibody with chromatin from FLAG-dKDM4A genomic rescue embryos. However, again, we were unable to detect enrichment of FLAG-dKDM4A at genes with increased levels of H3K36me3 in *dkdm4a* mutant embryos (data not shown). We speculate that the binding of dKDM4A to its target genomic loci might be transient and undetectable in ChIP assays because of the rapid nature of the enzymatic reactions. In fact, in a previous study of the yeast KDM4 homolog, Rph1, no enrichment of Rph1 was detected by ChIP analysis, despite increased H3K36me3 levels across the gene body of actively transcribed genes were observed in *rph1*Δ mutants [26].

Although we observe increased levels of H3K36me3 across the genome in the absence of dKDM4A, *dkdm4a* mutant flies are homozygous viable and fertile. 

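On the arms, increased and decreased peaks were found side by side. The filter on the sign of the mutant data was applied to increased peaks only, so the directions were compared without it. Arm 2R then held 209 increased and 190 decreased peaks, 3L 160 and 159, 3R 152 and 142, X 91 and 101, and 2L 74 and 135. Over all euchromatin there were 657 increased and 707 decreased peaks, and this order depended on the scaling. There were 745 and 607 after scaling by the median absolute deviation and 574 and 527 with loess, but 195 and 583 with normexp and 599 and 792 without centring. With normexp, euchromatin in replicate 2 shifted as a whole by 0.29 on the first array design and -0.25 on the second. Its counts therefore say little about direction. The mean mt/WT change of each arm lay between 0.00 and 0.03 in both replicates. Of the 53568 windows of the euchromatic arms tested with limma, 52.9% had a higher mean in the mutant, and the median change was 0.01. After adjustment 113 of them were increased and 98 decreased, and with the replicate as a block 2347 and 2034. At an unadjusted p under 0.05, these numbers were 1626 and 1152 without the block and 5090 and 4751 with it. A change of at least 1 on the log2 scale in both replicates was found in 52 of these windows that rose and in 40 that fell. Log2 IP/input is relative to the median of each array, so these values show unequal change along the genome and not a change of H3K36me3 that is shared by all sequences. The rise of bulk H3K36me3 that the paper shows by western blot is therefore not tested by them.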

We speculate that dKDM4B, the other *Drosophila* KDM4 ortholog, is able to compensate for the absence of dKDM4A in these mutant flies. dKDM4B exhibits demethylation activity on both H3K36me3/me2 and H3K9me3/me2 [31], [49]. A similar scenario has been reported for *kdm4d*-null mice [50]. Loss of KDM4D, a testis-enriched H3K9me3 demethylase, results in accumulation of H3K9me3 in round spermatids and dramatic changes in distribution of methylated H3K9 in germ cells. However, no fertility defects were observed in *kdm4d*-null mice. Since there are four KDM4 proteins in mammals, functional redundancy might rescue possible defects in *kdm4d*-null mice [50].

Based on our data, we propose that dKDM4A mediates H3K36me3 demethylation at a subset of heterochromatic genes through binding to HP1a. 

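The wild type level of H3K36me3 at the peaks that were increased in *dkdm4a* mutant embryos was compared with that of other probes of the same compartments. The median over the increased peaks of the wild type log2 IP/input was 0.61 in replicate 1 and 0.99 in replicate 2 (0.79 for the mean of both). A wild type level above 0, the median of the array, was found at 625 (81.1%) of these peaks. The filter on the mutant data keeps peaks with mostly positive mutant values and so raises this share. Without the filter it was 71.3%, with a median wild type level of 0.62, compared with 50.2% of runs of as many probes drawn at random in the same compartment, 20 for each peak. For the increased peaks in heterochromatin, from which the filter removed none, the share was 96.2% and the median 0.69, compared with 71.4% and 0.55 for the random runs. In euchromatin without the filter the share was 63.8% (random runs 40.8%), and on arm U it was 91.5% (random runs 91.0%). Of the decreased peaks, 92.9% were above 0, with a median of 0.67 (random runs 42.7%). These peaks were selected for wild type values above the mutant, which by itself favours a high wild type level. The random runs were not selected in this way, so no conclusion is drawn from this contrast. In the mutant, the median level at the increased peaks was 1.36 in replicate 1 and 1.74 in replicate 2. When the peak procedure was applied to the wild type tracks themselves, the peak threshold was 6.09 in replicate 1 and 6.73 in replicate 2. The procedure gave 25 wild type peaks in both replicates, and none of them overlapped an increased peak. They held 0.13% of all probes, too few for the absence of overlap to tell about the wild type level at increased peaks. A single wild type replicate gave 41 or 47 such peaks, and loess gave 2296, for which the overlap was not computed. Binding by HP1a was not part of this selection of peaks.

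**Figure D3:**
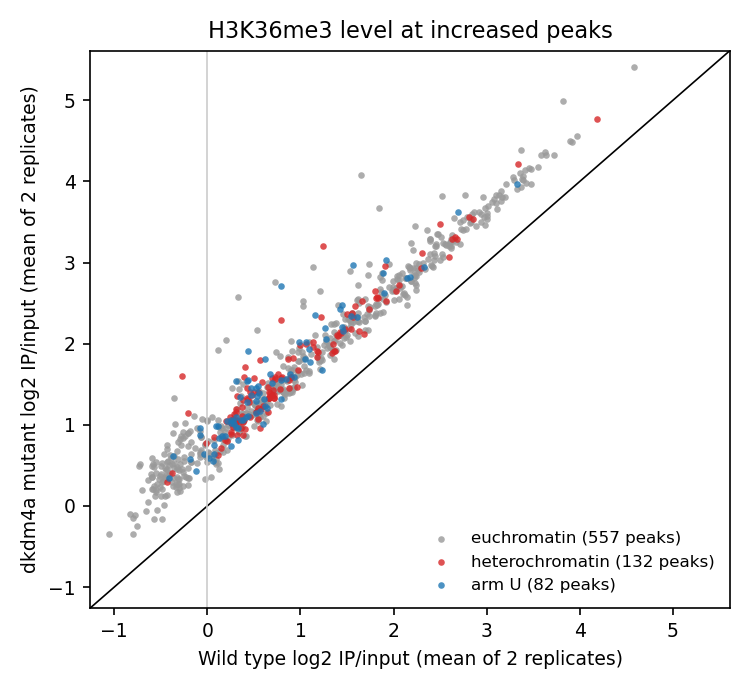
H3K36me3 level (log2 IP/input, mean of 2 replicates) at each increased peak in wild type (x axis) and *dkdm4a* mutant embryos (y axis), with peaks in euchromatin in grey, in heterochromatin in red and on arm U in blue. Points lie above the diagonal because the peaks were selected as increased, and heterochromatic peaks are mostly right of 0, with a median wild type level of 0.69.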

Interestingly, the level of H3K36me3 at these gene targets remains highly enriched in wild type embryos. One would expect to see H3K36me3 significantly reduced, if not depleted, at dKDM4A target genes, since dKDM4A functions as an H3K36me3 demethylase and its activity can be stimulated by HP1a binding. The pattern of H3K36me3 we observe in H3K36me3 ChIP-chip analysis suggests that dKDM4A demethylation activity might function to fine-tune H3K36me3 levels at heterochromatic loci. By performing H3K36me3 ChIP followed by real-time PCR at heterochromatic genes with chromatin from wild type, *dkdm4a* mutant and genomic rescued embryos, we found that while expressing wild-type dDKM4A in the mutant can rescue increased H3K36me3 levels, dKDM4A binding to HP1a is only required for H3K36me3 demethylation at genes with higher wild-type levels of H3K36me3 (*CG40263*, *Cht3*, *lt*, and *CG17514*). Genes with low wild-type levels of H3K36me3 (*Scp1*, *CG17374*, *CG40006*) seem to be regulated by dKDM4A independent of HP1a binding (Figure 4B). This observation suggests that different mechanisms for targeting dKDM4A to substrates might apply within heterochromatic domains, as well as at euchromatin. Alternatively, while the stimulation of dKDM4A demethylation activity by HP1a is required at genes that are highly enriched for H3K36me3, the intrinsic demethylation activity of dKDM4A might be sufficient to regulate the level of H3K36me3 at genes with low H3K36me3 enrichment.

In our H3K36me3 ChIP-chip analysis, genes with increased levels of H3K36me3 in the absence of dKDM4A are likely targeted by dKDM4A and regulated by its demethylation activity in vivo. However, based on our RNA-seq analysis, dKDM4A-regulated heterochromatic genes do not show changes in gene expression in *dkdm4a* mutant embryos, and only 23 euchromatic dKDM4A targets show changes in gene expression more than two fold in *dkdm4a* mutant embryos (data not shown). Moreover, several heterochromatic loci targeted by both HP1a and dKDM4A are within intergenic regions (Figure S2), suggesting that heterochromatic regulation of H3K36me3 levels may contribute to the structure of the heterochromatin or cellular processes other than gene transcription. In addition to its involvement in transcriptional regulation and establishment of heterochromatic structure, HP1a also functions in regulation of DNA replication and DNA repair at heterochromatin [51]. A genome-wide study of the role of HP1a in modulating replication timing showed that knockdown of HP1a results in delayed replication timing at HP1a target regions, including the 4th chromosome and pericentric regions [52]. Thus, regulation of H3K36me3 levels by HP1a and dKDM4A might contribute to modulation of replication timing at heterochromatic loci. In addition, HP1a is involved in DNA repair of double-strand breaks (DSBs) at heterochromatin [53], [54]. DSBs that occurred in heterochromatin are repaired by homologous recombination [55]. Notably, heterochromatic DSBs relocalize to outside of heterochromatin to complete DNA repair mediated by Rad51, preventing recombination among repetitive sequences within heterochromatin. HP1a is required to recruit Smc5/6 complex to heterochromatin to prevent the formation of Rad51 foci [55]. Therefore, it is possible that the regulation of H3K36me3 levels by HP1a and dKDM4A contributes to the DNA repair process at heterochromatin.

In conclusion, this study demonstrates an in vivo function for the interaction between dKDM4A and HP1a, which is to target dKDM4A demethylation activity to HP1a-bound heterochromatic loci. Although H3K36me3 correlates with active transcription in general, regulation of this modification in heterochromatin by HP1a and dKDM4A might involve in other cellular processes.

## Materials and Methods

### Fly Stocks and Crosses

The *dkdm4a* mutant fly stock (*y^1^ w^67c23^; P{y^+mDint2^ w^BR.E.BR^ = SUPor-P}Kdm4A^KG04636^*) was obtained from the Bloomington Stock Center at Indiana University (stock number 13828) [56], [57]. The P-element KG04636 was mobilized by crossing to y^1^w^*^; CyO, H{w^[+mc]^ = PΔ2–3}Hop2.1/Bc^1^Egfr^E1^. P-element excision was screened by loss of the eye color marker associated with the transgene, and further confirmed by PCR. PCR products were sequenced to confirm precise excision.

To generate the dKDM4A genomic rescue, a fragment containing the genomic dKDM4A locus including about 1.6 kilobases upstream of 5′ UTR and 220 bp downstream of 3′ UTR of dKDM4A was amplified from the genomic DNA of Oregon R flies. Double FLAG tags were added at the C-terminus of dKDM4A. The V423A mutation was generated using Quick Change II XL Site-Directed Mutagenesis Kit (Stratagene). The fragment was cloned into the pCa4B vector [58]. Site specific integration at the attP40 landing site (2 L 25C7) [58] was carried out by Genetic Services. To rescue the *dkdm4a* mutant, the second chromosome transgene (FLAG-dKDM4A or dKDM4A-V423A) was recombined with the KG04636 insertion.

### Generation of Antibodies to dKDM4A

The anti-dKDM4A antibody was generated by immunizing rabbits and guinea pigs with the synthetic peptide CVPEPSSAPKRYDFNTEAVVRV conjugated with KLH (keyhole limpet hemocyanin). (Pocono Rabbit Farm and Laboratory Inc.).

### Preparation of Nuclear Extracts and Histones from *Drosophila* Embryos

6–18 hr embryos were dechorionated in 50% bleach, homogenized in Buffer I (15 mM Hepes pH 7.5, 10 mM KCl, 5 mM MgCl_2_, 0.1 mM EDTA, 0.5 mM EGTA, 350 mM sucrose, and protease inhibitors), and filtered through a single layer of miracloth prior to centrifugation 10,400×g 15 min 4°C. The soluble nuclear fraction was isolated by resuspending nuclei in Extraction Buffer (20 mM Hepes pH 7.5, 10% glycerol, 350 mM NaCl, 1 mM MgCl2, 0.1% TritonX-100 and protease inhibitors) for 1 hr 4°C with rotation, followed by centrifugation to pellet the insoluble chromatin fraction at 14,000 rpm 10 min 4°C. Acid-soluble material was extracted from the insoluble chromatin fraction by resuspending the pellet in 0.4 M HCl, followed by centrifugation. The supernatant containing the histone proteins was neutralized by adding an equimolar volume of NaOH.

### ChIP

ChIP was performed from staged 2–4 hr embryos collected in population cages as described in [59], [60] with minor modifications. Briefly, embryos were cross linked in 1.8% formaldehyde and homogenized in Buffer A1 (15 mM Hepes pH 7.5, 15 mM NaCl, 60 mM, KCl, 4 mM MgCl, 0.5% Triton X-100, 0.5 mM DTT and protease inhibitors). Nuclei were resuspended in A2 buffer (15 mM Hepes pH 7.5, 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxycholate, 1% SDS, 0.5% N-lauroylsarcosine and protease inhibitors) and sonicated to obtain chromatin fragments with an average size of ∼500 bp. For input controls, 50 µl of chromatin was used. About 700 µg to 1 mg of chromatin was incubated with 1.5 µg anti-H3K36me3 antibody (abcam, ab9050) overnight at 4°C. 30 µl of sheep anti-rabbit IgG Dynabeads was added to each chromatin/antibody solution and incubated for 2 hr 4°C, then beads were washed 5 times with RIPA Buffer (50 mM Hepes pH 7.5, 0.5 M LiCl, 1 mM EDTA, 1% NP-40, 0.7% sodium deoxycholate) and once with 50 mM NaCl in TE. Bound complexes were eluted twice with 200 µl of elution buffer (50 mM Tris pH 8.0, 10 mM EDTA, 1% SDS) at 65°C for 30 min. The eluates were treated with RNase A (0.2 µg/µl) for 1 hr at 37°C followed by Proteinase K treatment (0.2 µg/µl) for 1 hr at 55°C. Crosslinks were reversed by incubating samples at 65°C overnight. DNA was purified by phenol-chloroform extraction and ethanol precipitation. Input and immunoprecipitated (IP) DNA samples were analyzed by real-time PCR. The primer sequences are listed in Table S1.

### ChIP-chip Analysis

Two biological replicates of H3K36me3 ChIPs were performed in *dkdm4a* mutant and wild type (P-element revertant) embryos. The amplification and labeling of immunoprecipitated DNA and input DNA were performed as described in [61]. Cy5-labeled IP DNA and Cy3-labeled input DNA were hybridized to *Drosophila* whole genome ChIP-on-chip microarrays (Agilent) using Agilent CGH protocol and reagents. Two slides of 244 K microarrays containing probes tiled across whole *Drosophila* genome with 233 nt average spacing. Peaks were called on the ratio track (mt/WT) using a double-threshold method. Track was smoothed using a 5-probe MA, then the mean and SD for positive-valued probes were calculated. Peaks were called using a candidate threshold of 1 SD outside the mean and a peak threshold of 2 SD outside the mean, with a minimum run of 3 probes, max gap = 1000 bp. In other words, any contiguous run of more than 3 probes, with heights at or beyond 1 SD above the mean, and having no internal gaps >1000 bp, becomes a candidate. Any candidate with at least one probe at or beyond 2 SD is called a peak. To find positive peaks (increased H3K36me3 levels in *dkdm4a* mutant embryos) which are consistently present in both replicates, only peaks that are positive, overlapping a peak in the other replicate, and contain more positive probes than negative in the mutant data are retained. 

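With these steps, 51.8% of the smoothed probes were positive in replicate 1 and 52.3% in replicate 2. Their mean was 0.26 with an SD of 0.23 in replicate 1, so that the candidate threshold was 0.49 and the peak threshold 0.71 on the log2 scale. In replicate 2 the thresholds were 0.43 and 0.63. The track of replicate 1 gave 3095 peaks, of which 926 (29.9%) overlapped a peak of replicate 2 by at least 1 bp and 775 also had more positive than negative probes in the mutant data. The track of replicate 2 gave 2430 peaks, of which 888 (36.5%) overlapped and 747 were retained. Overlapping peaks of the replicates were merged and counted once. The Methods give both a minimum run of 3 probes and a run of more than 3, and the lower number was used. With at least 4 probes, 692 merged peaks remained, and with an overlap of at least 50% of the shorter peak, 713 did.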

Peaks were matched to genes with at least 1 bp overlap. ChIP-chip data are MIAME compliant. Raw data has been deposited in a MIAME compliant database accessible through NCBI’s Gene Expression Omnibus [62] (GSE37016). HP1a and H3K36me3 ChIP-chip in wild type embryos of Oregon R strain were obtained from modMine (DCCid: modENCODE 2665 and 932).

## Supporting Information

Figure S1 **Reproducibility of H3K36me3 ChIP-chip.** (A) Scatter plots showing correlation between probe values (log2 IP/input) of replicate 1 versus replicate 2 for wild type (WT) and mutant profiles. The plots show strong correlation between two biological replicates. (B) The Venn diagram analysis of peaks called on wild type track of H3K36me3 ChIP-chip and peaks called using same criteria on H3K36me3 profile of 2–4 hr embryos of the Oregon R strain from modENCODE project.
(TIF) Click here for additional data file.

Figure S2 **The distribution of heterochromatic loci targeted by both HP1a and dKDM4A.** The diagram illustrating the overall distribution of peaks of HP1a enrichment in wild type embryos and increased levels of H3K36me3 in *dkdm4a* mutant embryos at heterochromatin. Peaks overlap a gene more than 50% are in the category of “gene body”, while peaks overlap a gene less than 50% are in the category of “gene-overlapping.” TSS, transcription start site; TES, transcription end site.
(TIF) Click here for additional data file.

Table S1 **Primers used in ChIP-qPCR.**
(DOCX) Click here for additional data file.

# Supplementary material for: HP1a Targets the Drosophila KDM4A Demethylase to a Subset of Heterochromatic Genes to Regulate H3K36me3 Levels
**Source:** PLoS One. 2012 Jun 27;7(6):e39758. doi: 10.1371/journal.pone.0039758
**Supplement:** Table S1 — Primers used in ChIP-qPCR.

**Table S1. Primers used in ChIP-qPCR**

| Primer Name | FlyBase accession number | | Sequence |
| --- | --- | --- | --- |
| Scp1.1 | FBgn0020908 | | GCAGAACCCATCAGCAAAAT |
| Scp1.2 |  |  | AGGGAATTGCTTTTCCGAGT |
| CG40263.1 | FBgn0058263 | | TACCAACGCCCTGAATTCTC |
| CG40263.2 |  |  | CCTCGCTTCTTCGTGGTAAG |
| Cht3.1 | FBgn0250907 | | CGTGGGAGCATTTAGTTGGT |
| Cht3.2 |  |  | ATGTACAGCCACCCAGAAGG |
| CG40006.1 | FBgn0058006 | | CTGTACTGCCCTTGTGCTGA |
| CG40006.2 |  |  | TGTGACTGAAGCGGCTAATG |
| lt.1 | FBgn0002566 | | GGTCACAATTTCAGGGTGCT |
| lt.2 |  |  | AGAAGCGTCCGAAGCACTTA |
| CG17374.1 | FBgn0040001 | | GGTGGTCTGACTGCTCAACA |
| CG17374.2 |  |  | GCCATTATGACAAGCCGTTT |
| CG17514.1 | FBgn0039959 | | TCAGACTTCGCCAATGAGTG |
| CG17514.2 |  |  | AATGGGTTCGTTAGCACGTC |
| intergenic.1 |  |  | AATTGCATCGCAACACAATGAG |
| intergenic.2 |  |  | TCGTGAAATGTTTGCTACTGGAATA |

How the deposited data were processed for this re-analysis (not part of the article)

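H3K36me3 ChIP-chip was measured in embryos collected 2 to 4 hr after egg laying, from 2 biological samples of the *dkdm4a* mutant line and 2 of the line with an excised P-element, which the paper calls wild type. Each sample was hybridized to 2 Agilent 2-colour array designs, with IP DNA in Cy5 and input DNA in Cy3 and no dye swap, so that dye and IP cannot be separated within an array. Genotype, replicate and channels were taken from the sample labels and the Methods, and no sample was left out. The designs divide the genome by sequence, so every sample is complete only over both of its arrays.

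The authors deposited scanner output of Feature Extraction 10.5.1.1 with spot intensities of both channels. Its processed intensities are background-subtracted, detrended across the slide and scaled between the dyes with a linear factor, and very low intensities are replaced by the software with small positive values. The authors also deposited log2 ratios for the same arrays. A comparison with the scanner intensities showed that these log2 values are the background-subtracted ratio of IP over input plus a constant for each array, without values where a channel was at or below background. They were used as an alternative. The flags of the scanner software, which the authors deposited with the intensities, were used to leave out outlier spots.

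From these files, log2 IP/input was computed for each probe from the processed intensities, and the median of each array was subtracted. The mt/WT track of a replicate is the mutant value minus the wild type value with the same replicate number. The replicate numbers pair the samples, because the headers of the scanner files show that both genotypes of a replicate were scanned on the same day. The difference between replicates in the 2 kb windows was correlated between the genotypes with Pearson's r of 0.653. Peaks were called as the Methods describe, with a moving average over 5 probes, a candidate threshold of 1 SD and a peak threshold of 2 SD above the mean of the positive smoothed probes, a run of at least 3 probes, gaps of at most 1000 bp and an overlap of at least 1 bp between replicates. Decreased peaks were called in the same way on the sign-reversed tracks, without the filter on the sign of the mutant data. Where the directions are compared, the number of increased peaks before this filter is given too. Wild type levels at peaks were set beside 20 runs of as many probes for each peak, drawn at random in the same compartment.

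Gene positions of the build of the probes were not used here, and no gene was assigned to a peak. Windows of 2 kb with at least 3 probes took the place of genes in the tests. They were fitted with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3, mutant against wild type, with Benjamini-Hochberg adjustment at 0.05. Windows named in the text are the 5 with the largest increase and the 5 with the largest decrease among those with at least 5 probes that passed the adjusted threshold and moved in the same direction in both replicates. This rule had been set for genes, together with the genes the paper names, and was carried over to windows. Shares of heterochromatic windows were compared with Fisher's exact test, and means over probe sets with exact permutation of the genotype over the 4 samples, which allows no p below 0.333, or within replicates, which allows none below 0.5. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

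The steps were tested on simulated data. On tracks with the noise of the mt/WT tracks over 475027 probes and 200 regions of 15 probes raised by 1 on the log2 scale, the peak procedure recovered 200 regions and called 93 peaks outside them. On noise alone it called 244 peaks in both tracks. The simulated noise was independent from probe to probe. On 57266 simulated windows with 200 changed by 1.5 on the log2 scale, limma recovered 200, with 10 false calls without the block and 16 with it. These windows were independent, with a common SD of 0.22 and no effect of the scan day. The simulated change was large against that SD. The simulation therefore checks the steps and not the error rate of either fit in the real windows.

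The median brightness of the IP channel after background subtraction was 143 and 127 units for wild type replicate 1 on the 2 designs and 98.6 and 87.1 for wild type replicate 2, and that of the mutant was 146 and 119 in replicate 1 and 102 and 88.5 in replicate 2. Signals of the weakest IP probes lie close to background, and ratios of such probes are less precise. At most 15 IP spots and 1 input spot of an array were saturated.

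Alternatives set before the data were examined were background correction by normexp with an offset of 50, loess within each array with a span of 0.3, no centring, scaling of each array by its median absolute deviation, the deposited log2 ratios, only probes well above background in the input channel, each replicate left out, crossed pairing of the replicates, other settings of the peak procedure, other borders of heterochromatin, medians over probes, the replicate or the scan day as a block, eBayes without the trend, and other minimum numbers of probes in a window. The profiles of HP1a and H3K36me3 in the Oregon R strain and the ChIP-qPCR data are not analysed here.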

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

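The comparison with shifted tracks, the quantile normalization, the comparisons of matched probes and of probes with an input signal in the interquartile range of euchromatin, and the direction of the IP signal at probes with differing input were set up before their results were seen. The tests of centring, of the input DNA on the scaffolds, of probes with nearly equal input and of dim IP probes, the comparison within scan days, the density of probes with differing input and of peaks along the arms, the alternative without probes of differing input, and the counts by compartment without the filter on the mutant data were chosen only after results had been seen.

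Applied to the sign-reversed tracks, the peak procedure gave 734 decreased peaks, with lower H3K36me3 in the mutant in both replicates. The filter on the mutant data was not applied to them, and without it there were 871 increased peaks. The paper reports the increased peaks only. Of the decreased peaks, 707 were euchromatic, 27 heterochromatic and 0 on arm U. Tracks shifted along the genome shared a mean of 171 decreased peaks (range 138 to 190 over 20 shifts), which argues against chance overlap as the whole source. A wider spread of the wild type ratios does not account for them either, since 775 decreased peaks were found after quantile normalization of the 4 samples within each design. Nor does the subtraction of the array medians, since there were 821 without it. The scaling of the dyes by the software stays in those ratios. Whether relative values make a part of the genome look decreased when H3K36me3 rises broadly is therefore not tested by this and stays open. Sequence or copy number differences between the lines can account for a part. A probe whose input signal differed between the genotypes, as described in the last paragraph of this part, lay in 45.0% of the decreased and 25.0% of the increased peaks, and without such probes and their neighbours within 2 kb, which took away 15.0% of all probes, 531 decreased and, after the filter, 630 increased peaks were called. In euchromatic bins of 1 Mb in which the input of the genotypes matched (at most 1 differing probe per 1000), there were still 1.93 peaks of either direction per 1000 probes, compared with 3.85 in bins with at least 10 differing probes per 1000 and with 0.744 over the genome between shifted tracks. Thus such differences are not the whole source of the euchromatic peaks. On a single track, 2413 decreased peaks were called without replicate 1 and 3228 without replicate 2, so the number depends on the filter on overlap. A loss of H3K36me3 at some loci in the absence of dKDM4A stays open, as do effects of the differing backgrounds of the lines on transcription. Neither was tested.

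Arm U held 82 increased peaks, or 14.2 per 1000 probes, compared with 1.25 per 1000 probes on the euchromatic arms. The filter on the mutant data removed no peak on arm U and lowered the number in euchromatin from 657 to 557, too little to account for this contrast. The paper sets arm U aside. Shifted tracks shared a mean of 8.70 peaks there, with a maximum of 35. Arm U behaved like the heterochromatic scaffolds, which held 14.4 increased peaks per 1000 probes, and in limma 41 windows of arm U and 35 of the scaffolds were increased and 0 decreased (at an unadjusted p under 0.05, 198 and 210 increased and 1 decreased in each). With the replicate as a block these were 263 increased and 3 decreased on arm U and 295 increased and 7 decreased on the scaffolds. The mean change of the scaffolds and arm U together exceeded that of euchromatic probes on the same designs by 0.25 and 0.33 in replicates 1 and 2. A difference in the input DNA is argued against, because the input signal of these probes was 0.027 higher in the mutant, where a loss of input would be needed, and the IP signal carried the increase. A trend with the level or the input signal is argued against by euchromatic probes matched on both, over which the increase was 0.36. Targets in several copies in the genome were tested through probes with an input signal in the interquartile range of euchromatin, and these rose by 0.29. The scan day is excluded as the source by the pairing, since mutant and wild type were compared within a day and the smaller of these increases is the 0.25 of replicate 1. Dim IP probes are excluded because the increase was 0.31 over the 86.4% of these probes whose IP was well above background in all samples. Sequence differences between the lines are argued against by the 2031 probes (16.6%) whose input signal differed between the genotypes by under 0.1 on the log2 scale in both replicates, over which the increase was 0.27 and 0.35 (mean 0.31). The exclusion of probes near a differing input signal took away 1.79% of the scaffold and arm U probes and is no test of this. Under normexp, 0 increased peaks were called on arm U. There the euchromatic probes of the design that holds arm U shifted as a whole in replicate 2, by -0.25, while those of the other design shifted by 0.29, and within its own design arm U rose by 0.10 and 0.16. Loess gave the smallest increase of the scaffolds and arm U, 0.14 as the mean of both replicates. A rise of H3K36me3 on heterochromatic scaffolds and unplaced sequence in the absence of dKDM4A is a hypothesis that none of these tests excluded. With 2 samples in each group the exact test cannot go below p = 0.333, and a difference between the chromatin preparations that acts on these sequences alone stays open and was not tested.

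The input channel, which the paper uses only as the denominator, differed between the genotypes at 5830 of 474978 nuclear probes by at least 1 on the log2 scale in both replicates. At 2886 of these the mutant was higher and at 2944 lower. Between pairs of samples with genotype and scan day crossed, 78 probes differed in this way, a low standard because the scan day itself changed the input at 49408 probes in both genotypes, and in the crossed pairs that effect runs in opposite directions. The stronger evidence is the distribution along the arms. On 2R, 1 of 28036 probes differed in the first 8 Mb and 1768 of 52166 from there to 21 Mb, which is 33.9 per 1000. Probes that differed between the scan days were found at 99.7 and 82.0 per 1000 in these stretches, without such a boundary. On 2L, 672 of 53044 probes differed between 3 and 16 Mb and 1 of 22603 between 16 and 22 Mb. These stretches were chosen from the distribution. Noise of single arrays or of a dye would not follow such boundaries. The rates were 19.4 per 1000 on 3L, 11.0 on 3R and 3.06 on X, while 0 of 2215 probes differed on 2h, 8 of 5767 on arm U and 2 of 3952 on chromosome 4. On 3h, 19 of 3212 differed (5.92 per 1000, 15 of them lower in the mutant), on Xh 2 of 494, and none on 4h and Yh. Among 2258 differing probes with little H3K36me3 (wild type log2 IP/input within 0.5 of the median), the IP signal, which carries the other dye, differed in the same direction in both replicates at 91.9%, compared with 37.3% of other probes at that level. This is consistent with sequence or copy number differences between the lines, which would change hybridization in both channels, and with tracts in which the chromosomes of the lines are alike. Of the mitochondrial probes, 38 of 49 had a lower input signal in the mutant, and 45 of 49 differed between the scan days in both genotypes. Mitochondrial input thus also varied between samples of the same genotype, and its count is not read as a difference between the lines. A difference between the lines in single bases and one in copy number cannot be separated with these arrays.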

How the results depend on the processing

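All alternatives are those of the processing summary, except the exclusion of probes with differing input and the omission of the filter on the mutant data, which were chosen after seeing the data.

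The heterochromatic share of windows with increased peaks stayed above that of all windows, with an odds ratio above 1 and Fisher's exact p under 0.05, under all 18 alternatives, and ranged from 8.55% (normexp) to 24.6% (crossed pairing). The share for decreased peaks, 3.72% with an odds ratio below 1, kept this direction and p under 0.05 under 12 of 17 alternatives. It was 8.40% with an odds ratio above 1 with normexp. With an odds ratio below 1, p was no longer under 0.05 with loess (4.86%), probes well above background only (4.71%), 1.5 Mb next to the centromere (7.05%, where more windows count as heterochromatic) and probes of differing input left out (5.51%), and apart from the border the cause was not tested. The number of increased peaks was within 1.5 times of 771 under 12 of 19 alternatives and the number of decreased peaks within 1.5 times of 734 under 10 of 15. Outside this range, increased and decreased peaks numbered 257 and 184 with crossed pairing, which sets the genotypes against each other across scan days, 99 and 68 with the mean and SD taken before smoothing, and 305 and 287 at 3 SD. The last of these is a stricter threshold by construction. With normexp there were 229 increased and 647 decreased peaks, and with the mean of both replicates as the track 1577 increased peaks, as no overlap is then required. Under normexp, the euchromatic probes of replicate 2 shifted by 0.29 on the first design and -0.25 on the second. Peaks followed the designs, with 55 increased and 3 decreased on 2L and 95 and 14 on 2R. On the second design there were 0 and 214 on 3L and 0 and 274 on X. The balance of directions under normexp thus follows this offset at least in part. The cause of the changes under crossed pairing and the thresholds before smoothing was not tested. Leaving out a replicate gave 1681 to 1786 increased and 2413 to 3228 decreased peaks, because the filter on overlap cannot be applied to a single track. Scaling also moved the balance of the directions. With the filter on the mutant data left out for both, there were 804 increased and 821 decreased peaks without centring, 997 and 625 with scaling by the median absolute deviation, and 230 and 647 with normexp, compared with 871 and 734.

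Heterochromatin minus euchromatin change was above 0 under all 12 alternatives. It was 0.034 with loess, 0.17 with the scaffolds and chromosome 4 only, 0.040 with 1.5 Mb next to the centromere and 0.17 as a median over probes, compared with 0.08. Leaving out a replicate gave 0.06 to 0.10. The borders matter because the centromere-proximal stretches changed less than the scaffolds. The wild type heterochromatin minus euchromatin level was 0.23 with normexp, 0.77 with the scaffolds and chromosome 4 only and 0.63 as a median over probes, and within 1 SD of 0.46 under the other 9 alternatives, with 0.40 to 0.51 when a replicate was left out.

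Peaks called on the wild type tracks were few and unstable, since the thresholds lie near the top of the signal. Their number was 25, compared with 0 with normexp, 0 without centring, 2296 with loess, 3 with the deposited log2 ratios, 2 with probes well above background only, and 41 to 47 on a single replicate. Peaks on the tracks of replicate 2 over replicate 1 that wild type and mutant shared mark regions where the replicates differ. They numbered 2605 with loess and were within 1.5 times of 1482 under the other 5 alternatives.

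The correlation between wild type replicates was 0.837 with normexp, 0.815 with loess, 0.953 with the deposited log2 ratios and 0.959 with probes well above background only. Between mutant replicates it was 0.965, 0.845, 0.959 and 0.966 in the same order. For mt/WT it was 0.164, 0.138, 0.136 and 0.146 in the same order, and 0.207 with scaling by the median absolute deviation. The cause of these changes was not tested.

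The number of windows called by limma was within 1.5 times of 202 increased ones under 3 of 16 alternatives and of 99 decreased ones under 5 of 16. With the replicate as a block, 3094 windows were increased and 2140 decreased, and the scan day as a block gave the same numbers, 3094 and 2140, since it pairs the same samples. By construction the block removes what the samples of a scan day share. It also leaves 1 residual degree of freedom, so the larger numbers rest mainly on the spread shared across windows. The remaining results come from tracks that already pair the replicates, or from no test with a block. Increased and decreased windows numbered 3 and 4 with loess, 2 and 1 with eBayes without the trend, 436 and 203 without centring, 101 and 65 with the deposited log2 ratios, and 35 and 15 with at least 10 probes in a window, where fewer windows were tested. Normexp gave 252 increased and 5 decreased windows and scaling by the median absolute deviation 475 and 102, so that the share of increased windows moved upwards from that of 202 and 99, and with loess downwards. With the median over probes 130 windows were increased and 68 decreased, and with no minimum of probes 306 and 126. Leaving out a sample gave 23 to 145 increased and 28 to 67 decreased windows; the lone sample of its genotype is then assumed to vary like the other group. Apart from the blocks, the cause of these changes was not tested.

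Of the 10 windows named in the text, none changed direction under any alternative. All 10 passed the adjusted threshold with either block, without centring, with scaling by the median absolute deviation, with the deposited log2 ratios, with the median over probes, with no minimum of probes and without either mutant replicate. Without either wild type replicate 9 of 10 passed, the exception being the one on 2R from 13076001 both times, with normexp 3, with eBayes without the trend 2 and with loess 1. With probes well above background only, 8 of the windows were tested and passed, and with at least 10 probes 1 was tested and passed.

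Signal over background limits the IP channel more than the input channel, and replicate 2 more than replicate 1.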

Differences from the paper's values

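The number of increased peaks was 771, and the paper's value is 834. These are within 1.5 times of each other. Among the alternatives set before the data were examined, the number was also within 1.5 times of the paper's value with loess (652), without centring (615), with scaling by the median absolute deviation (923), with probes well above background only (710), with at least 4 probes (692), with a moving average that does not cross gaps (780), with an overlap of at least 50% of the shorter peak (713), and with the retained peaks of replicate 1 (775) or replicate 2 (747) counted without merging. It was not with normexp (229), the deposited log2 ratios (552), either replicate left out (1681 and 1786), crossed pairing (257), the mean and SD before smoothing (99), 3 SD (305) or the mean of both replicates (1577). No setting gave the paper's value exactly.

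The paper states that the excision line used as wild type has the same chromosomal background as the mutant line. In the input channel, 12.3 of 1000 nuclear probes differed between the lines by at least 1 on the log2 scale in both replicates, and on 2R beyond 8 Mb 33.9 of 1000 did.

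The paper states that H3K36me3 increased across the genome in the absence of dKDM4A. It also shows a rise of bulk H3K36me3 by western blot, on which the relative array values do not bear. On the euchromatic arms, without the filter on the mutant data, 657 peaks were increased and 707 decreased here, compared with 195 and 583 with normexp, 599 and 792 without centring, 424 and 498 with the deposited log2 ratios and 505 and 596 with probes well above background only. More were increased than decreased after scaling by the median absolute deviation (745 and 607) and with loess (574 and 527). The normexp counts carry opposite shifts of the array designs in replicate 2, by 0.29 and -0.25. The count of increased peaks without the filter was chosen after seeing the data. These values are relative to the middle of each array, which cannot show a change shared by all sequences.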

Other observations

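In this part, the tests of the scan day and of the spread of the log ratios, and the comparisons of scan days with a block or with scaled arrays, were chosen only after results were seen. The tests of the input signal of the named windows and of the level of chromosome 4 were set up before their results were seen, and the division of the named windows into those with and without an input difference was made from the result.

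Chromosome 4 did not take part in the increase of the scaffolds. It has the highest wild type level, and a ceiling of the signal was tested as an explanation with scaffold probes matched to chromosome 4 on wild type level and input signal. Relative to the scaffolds, the change of chromosome 4 was -0.25 and -0.28 in replicates 1 and 2, and relative to the matched scaffold probes -0.15 and -0.21, with a mean of -0.18. The level may thus account for a part of the difference but not for all of it. Most scaffold probes lie on the other array design, and each change was taken relative to the euchromatin of its own design. With each normalization tried, chromosome 4 changed by between -0.20 and 0.06 relative to that euchromatin, and the lower values came from normexp. A difference in the chromatin of chromosome 4 stays open and was not tested.

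Of the 10 windows with the largest changes, those on X from 20774001 to 20776000 and on 2L from 1276001 to 1278000 owe their fall in IP/input to the input channel. Their input signal was higher in the mutant by 3.77 or more on the log2 scale, measured against a wild type input that was well above background at no more than 33.3% of their probes, and their IP signal was higher in the mutant by 1.09 and 0.81. These changes may reflect sequence that is absent from or altered in the wild type line, and not a loss of H3K36me3. In the other 8 windows the input signal differed by at most 0.47, far less than the change, and the IP signal carried it. For those the explanation through the input is excluded. Which genes lie in these windows was not examined, since no gene was placed on the probes. This includes *dKDM4A*, where the loss of transcription in the mutant line would be a reason for a fall of H3K36me3, so the largest decrease, on 2R from 3434001 to 3436000, is not read here as an effect on a target.

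The profiles differed between the scan days, and whether more than between the genotypes depended on the scaling. Tracks of replicate 2 over replicate 1, made within each genotype, shared 1482 peaks, and tracks of replicate 1 over replicate 2 shared 378. The latter number was 7 with normexp, 696 with loess and 650 without centring. Between the genotypes there were 871 increased peaks, without the filter on the mutant data, and 734 decreased peaks. With limma and no block, 8864 windows differed between the scan days and 301 between the genotypes. The median absolute deviation of the log ratios of an array was higher in replicate 2 in both genotypes and on both designs. On the first design it was 1.07 in wild type and 0.98 in mutant embryos in replicate 1, and 1.15 and 1.14 in replicate 2. This wider spread was tested as the source with each array scaled by that deviation. Then 2 windows differed between the scan days, while 475 were increased and 102 decreased between the genotypes, which is consistent with the spread as the source of the larger number of windows. With the other factor as a block and without this scaling, 16699 windows were higher and 1052 lower in replicate 2. In the mutant, 3094 were then increased and 2140 decreased. With the block and this scaling, 3493 windows were higher and 241 lower in replicate 2, and 2747 were increased and 1086 decreased in the mutant. The spread is not the whole source of the shared peaks, since with this scaling 1317 were shared by the tracks of replicate 2 over replicate 1 and 417 by the reverse, compared with 997 and 625 between the genotypes. The difference between the replicates was correlated between wild type and mutant with Pearson's r of 0.465, compared with 0.204 for mt/WT between the replicates, which is consistent with an effect of the day that is shared by the genotypes. Scan day and biological replicate coincide, so the scanner, the hybridization and the collection of the embryos are not separated. The peaks and the block used above compare the genotypes within a day.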
